A study of Arabidopsis thaliana with 42 samples.

How the data were processed

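RNA was sequenced from 42 libraries of Arabidopsis seedlings and flower buds. Per the labels' protocols, RNA was extracted with a column kit and libraries were enriched for polyadenylated RNA by either of 2 providers, without a record of which library came from which. The deposited count tables, 1 for seedlings and 1 for buds, hold expected counts per gene, as whole numbers with a different total in each library, deposited without scaling to a common total. The deposited TPM tables hold TPM, computed by the authors, with columns that sum to between 0.219% and 1.95% less than their nominal total, and with 26900 genes in seedlings and 27925 in buds, of which 26717 and 27747 are also in the count tables. The 4 rRNA genes of the count tables are among those absent from the TPM tables. No label or file header states the aligner, the counting method, the strand setting, the genome build or a filter. The low values of the count tables gather at multiples of about 3.34 units in seedlings and 3.94 in buds, which hold 41.8% and 39.6% of these values where 28.3% and 25.0% are expected from an even spread, so 1 fragment was taken as that many units. The count tables have 37336 genes each, of which 37051 are in the reference gene table (TAIR10.1), which served only for gene names, gene types and the order of neighbouring genes. As the authors' build is not stated, no coordinates are given.

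Samples were grouped by the labels alone into 12 groups of tissue, genotype and medium. All 42 count columns matched a sample, and 0 columns were left without one. The count and TPM columns were compared by profile across genes. In seedlings all 18 count columns were closest to the TPM column of their own name. In buds, 8 of 24 were, and the 16 columns named WT or G3 were closest to the column of the other name with the same medium and replicate. The names of the count table were used throughout, and the names of the TPM table as an alternative.

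Each tissue was fitted separately with edgeR 4.0.16 in R 4.3.3, with the 6 groups in 1 model, genes filtered with filterByExpr by group, TMM scaling, and the quasi-likelihood F test with Benjamini-Hochberg adjustment within each of 22 comparisons. A gene is called when its adjusted p is under 0.05. The log CPM values used for the sets have a prior count of 2. Where every library of the lower group held at most 3 fragments, a lower bound against that floor is given in place of the fitted fold. The section on how the results depend on the processing prints fitted log2 values instead. Sets were tested with camera and fry of limma 3.58.1, with adjustment over the 9 sets of a comparison. The same fitting steps were tested on simulated counts of 2 groups, not 6, with 200 genes changed 2-fold. The simulated spread was that of the WT mock libraries. With 3 libraries per group the fit recovered 150 of the 200 genes with 14 false calls (8.54% of the calls) among 23447 genes tested. With 4 per group it recovered 169 with 13 false calls (7.14%) among 23972. Both false shares lay above the 0.05 of the threshold.

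The genes named were chosen by a rule fixed before the data were examined. These are MTN1 and MTN2, the members of the 9 sets, and in each comparison other than interactions the 2 largest rises and the 2 largest falls in fitted log2 fold change among called genes with at least 50 counts in every library of the higher group and no overlap between the groups. Names outside this rule are marked as such. The alternatives set before the data were examined were size factors of DESeq2 1.42.0, no filter on low counts, a mean of at least 50 counts, only the compared groups in the fit, the DESeq2 Wald test, each replicate left out in turn, the replicate number as a block, fry, an estimated correlation, and for correlations Spearman's rho and the genes called in the first comparison. Of the alternatives, 3 were chosen after seeing the data, namely counts divided by the units per fragment, limma on log2(TPM + 1), and the bud names of the TPM table. The closing section gives their effect. Depth was 40.2 to 48.2 M fragments in seedlings and 19.1 to 23.5 M in buds. No pair of the 54 pairs of replicates was identical. Lists of genes of tapetum (12 genes), pollen (12) and ovule (7) were written before they were tested in buds.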

Results

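The data are RNA sequencing profiles of Arabidopsis thaliana plants of the Col-0 strain, taken from whole seedlings aged 14 days and from unopened flower buds. The plants were wild type (WT) or carried insertions in MTN1 (AT4G38800) and MTN2 (AT4G34840), the genes of the methylthioadenosine nucleosidases, enzymes that recycle a by-product of polyamine, ethylene and nicotianamine synthesis into methionine. The seedling libraries came from WT, mtn1-1mtn2-1 and mtn1-1mtn2-5 plants, and the bud libraries from plants labelled WT, mtn1-1mtn2-1 and G3. The labels do not say what G3 stands for, and they give its genotype as mtn1-1mtn2-1. Each genotype was grown on mock medium (MS) or on the same medium with spermidine at 100 µM. This makes 12 groups and 42 libraries, with 3 libraries in each of the 6 seedling groups and 4 in each of the 6 bud groups. The total of the count table was 134 to 160.98 M per library in seedlings and 75.3 to 92.6 M in buds. The spacing of the low values puts 1 sequenced fragment at about 3.34 count units in seedlings and 3.94 in buds, which makes 40.2 to 48.2 M fragments per seedling library and 19.1 to 23.5 M per bud library. Values below are CPM (counts scaled to a common library total) after TMM scaling, as mean ± SD. A level of 0 allows up to 3 fragments (10.02 count units in seedlings and 11.8 in buds), and such floors cover counting error only.

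The disrupted genes were examined first in every library. In seedlings on mock medium, MTN1 stood at 103 ± 2.62 CPM in WT (n = 3) and 5.19 ± 0.827 CPM in mtn1-1mtn2-1 (n = 3), a log2 fold change of -4.31 (SE 0.45, edgeR adjusted p 3.90e-05). In mtn1-1mtn2-5 it stood at 10.006 ± 9.24 CPM (n = 3, log2 fold change -3.37, SE 0.42, adjusted p 8.26e-05). That spread came from replicate 2, which held 20.7 CPM, and without this library the log2 fold change was -4.47. On spermidine MTN1 stood at 107 ± 2.72 CPM in WT, 4.43 ± 0.511 CPM in mtn1-1mtn2-1 and 4.61 ± 0.238 CPM in mtn1-1mtn2-5 (n = 3 each). MTN2 was at 7.03 ± 0.177 CPM in WT and 0.118 ± 0.00950 CPM in mtn1-1mtn2-1 on mock medium, 59.1-fold lower (log2 fold change -5.88, SE 0.12, adjusted p 5.98e-14). In mtn1-1mtn2-5 it was at 8.67 ± 0.627 CPM, slightly above WT (log2 fold change 0.30, SE 0.09, adjusted p 0.0478). This last call was lost in a fit of the compared groups alone, without a filter on low counts, with the replicate number as a block, with limma on the log2 TPM values, and in 5 of the 6 fits that each left out 1 library, all but the one without replicate 3 of mtn1-1mtn2-5 (adjusted p 0.0194 to 0.145 over all alternatives). On spermidine MTN2 did not differ between mtn1-1mtn2-5 and WT (log2 fold change -0.05, SE 0.09, adjusted p 0.768).

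In buds, the target genes went against the names of the count table. MTN1 was at 88.8 ± 3.04 CPM in the libraries labelled G3, 5.25 ± 0.510 CPM in those labelled WT and 3.96 ± 0.175 CPM in those labelled mtn1-1mtn2-1, all on mock medium (n = 4 each). The values on spermidine were 93.4 ± 3.26, 5.66 ± 0.826 and 3.57 ± 0.673 CPM in the same order. MTN2 on mock medium was at 9.35 ± 0.929 CPM in the libraries labelled G3 and at 0.123 ± 0.105 and 0.0383 ± 0.0541 CPM in those labelled WT and mtn1-1mtn2-1. The difference between labelled G3 and labelled WT was 4.08 (SE 0.12, adjusted p 5.15e-16) for MTN1 and 6.21 (SE 0.50, adjusted p 4.28e-09) for MTN2 on the log2 scale. The separately deposited TPM table names these columns the other way round. There, MTN1 was at 119 ± 4.08 TPM in the mock columns named WT and 6.85 ± 0.745 TPM in those named G3 (n = 4 each). The count table is the source of the bud values that follow, under its own names, so each bud library is called by its label, and each direction drawn against labelled WT or labelled G3 depends on which table carries the correct names. The labelled mtn1-1mtn2-1 libraries bear their name in both tables. By their levels of MTN1 and MTN2, the libraries labelled WT may not be wild type, which bears on every bud comparison with them below.

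**Figure D1:**
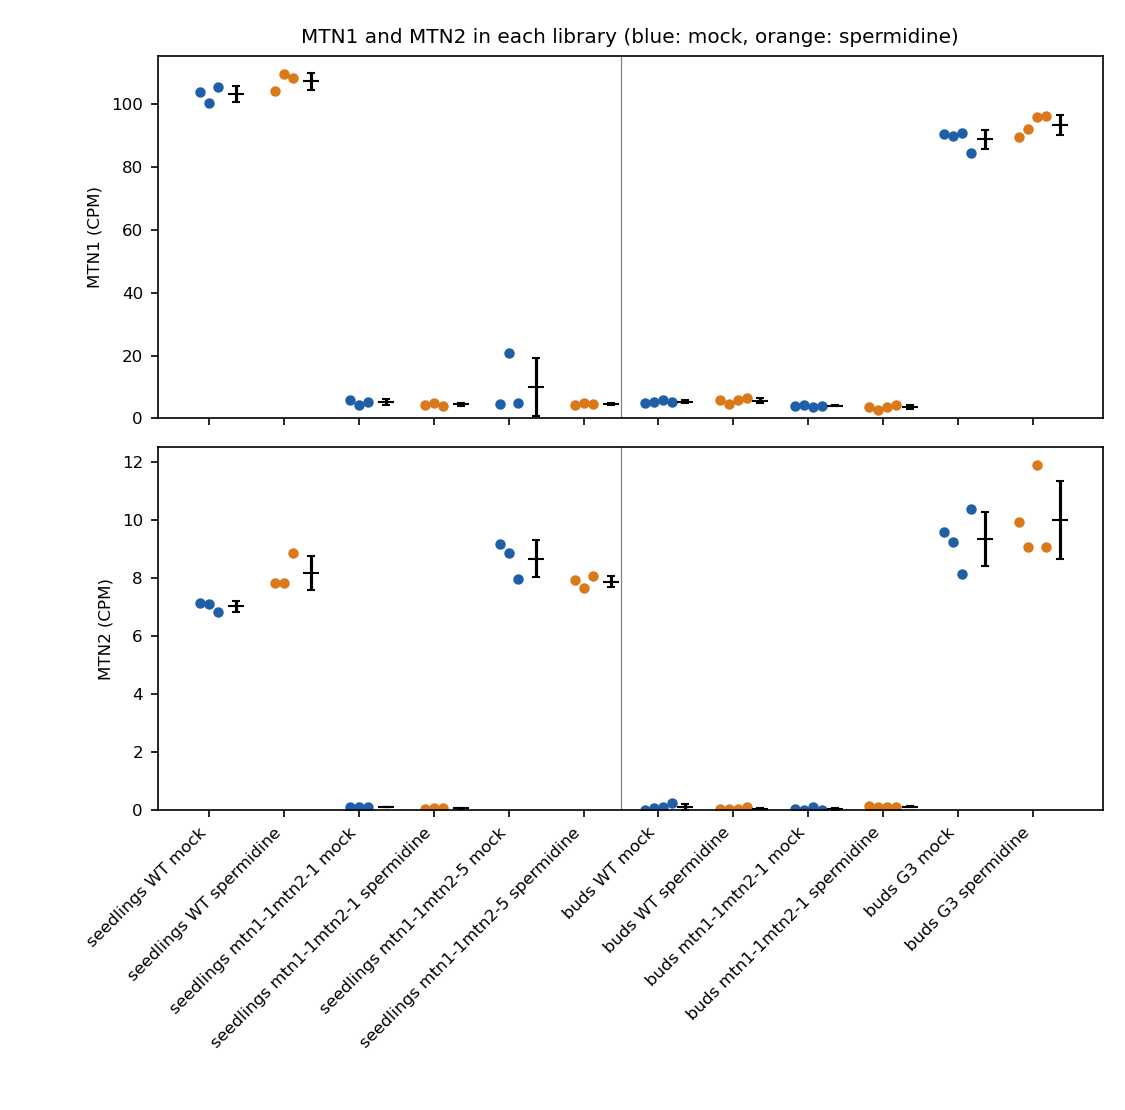
Level of MTN1 (upper panel) and MTN2 (lower panel) in TMM-scaled CPM for each of the 42 libraries, grouped by tissue, label and medium; points are libraries and the black marks give mean and SD. In buds, the libraries labelled G3 lie between 84.3 and 96.3 CPM for MTN1, and replicate 2 of mtn1-1mtn2-5 seedlings on mock medium lies at 20.7 CPM.

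The genotype comparisons ask what differs between the mutant and WT seedlings. As given above, the mtn1-1mtn2-5 libraries showed no loss of MTN2 RNA. On mock medium, 3964 of 25201 tested genes had an adjusted p under 0.05 between mtn1-1mtn2-1 and WT, 1917 higher and 2047 lower, and 991 of them changed at least 2-fold. The alternative that moved this count most was leaving out replicate 3 of the mtn1-1mtn2-1 mock libraries, which gave 2173 genes. Between mtn1-1mtn2-5 and WT there were 1939 genes, 849 higher and 1090 lower, and 1218 without replicate 3 of the mtn1-1mtn2-5 mock libraries. On spermidine the counts were 4597 for mtn1-1mtn2-1 (2753 higher, 1844 lower) and 3269 for mtn1-1mtn2-5 (1743 higher, 1526 lower). Without replicate 1 of the mtn1-1mtn2-1 spermidine libraries the former was 2859, and with only the 2 compared groups in the fit it was 1842. Without replicate 3 of the mtn1-1mtn2-5 spermidine libraries the latter was 2163.

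The largest rises and falls here and below are those of the fitted log2 fold change among the genes that the naming rule admits, and for a gene at the floor in 1 group the bound printed in place of the fitted fold can be smaller than the fold of a gene not listed. Between mtn1-1mtn2-1 and WT on mock medium, AT2G15555 was at 3.61 ± 0.257 CPM in the mutant and 0 in WT, at least 54.4-fold higher (adjusted p 2.30e-07), and AT2G01840 was at least 42.8-fold higher (adjusted p 0.000156). AT1G29179 was at least 15.8-fold lower (adjusted p 0.0210), and MTN2 was the other largest fall. On spermidine the largest rises in mtn1-1mtn2-1 were AT5G61660 (at least 48.6-fold) and AT2G20910 (at least 35.8-fold), and the largest falls were MTN2 (119-fold) and AT2G29220 (33.5-fold). In mtn1-1mtn2-5 on mock medium, AT5G20750 was at 35.3 ± 2.96 CPM against 0 in WT, at least 533-fold higher (adjusted p 1.97e-09), and AT4G19240 was at least 504-fold higher (adjusted p 1.39e-07). AT3G46400 and AT2G02690 were at least 11.7-fold and 8.65-fold lower. Replicate 2 of these mutant libraries held transcripts of genes otherwise found only in WT, as given below, which makes the falls of most such genes smaller on mock medium. AT2G15292 was at 28.7 CPM in WT on mock medium and at 0, 4.78 and 0 CPM in replicates 1, 2 and 3 of the mutant. The ranking of falls on mock medium therefore depends on this library. On spermidine, AT1G24388 was at 58.2 ± 1.05 CPM in mtn1-1mtn2-5 and 0 in WT, at least 923-fold higher, and AT4G19240 was again among the largest rises (at least 609-fold). AT2G15292 was at 31.9 ± 0.584 CPM in WT and 0 in the mutant, at least 466-fold lower, and AT3G43740 was at least 263-fold lower (n = 3 in every group of this paragraph). How the authors' counting treated paralogs, overlapping genes and antisense genes is not stated, so single genes of multigene families are uncertain.

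The mutants were also compared with each other. Between mtn1-1mtn2-5 and mtn1-1mtn2-1 seedlings, 6986 genes differed on mock medium (3307 higher, 3679 lower) and 6562 on spermidine (2979 higher, 3583 lower), more than separated either mutant from WT on the same medium. AOP3 (AT4G03050), a glucosinolate side-chain gene, was at 125 ± 26.3 CPM in mtn1-1mtn2-5 on mock medium and 0 in mtn1-1mtn2-1, at least 1931-fold higher (adjusted p 1.05e-07), and on spermidine it was at least 1961-fold higher. AT1G24388 on mock medium (at least 811-fold) and AT4G19240 on spermidine (at least 584-fold) were the other largest rises. The largest falls were AT1G53810 (at least 88.1-fold) and AT5G27925 (at least 35.4-fold) on mock medium, and AT2G15292 (at least 432-fold) and AT3G43740 (at least 279.9-fold) on spermidine. Here too the ranking on mock medium depends on the WT transcripts in replicate 2 of mtn1-1mtn2-5. The neighbouring and similar gene AOP2 (AT4G03060) was at 0.521 ± 0.677 CPM in mtn1-1mtn2-5 and 7.67 ± 1.83 CPM in WT on mock medium (log2 fold change -3.87, SE 0.66, adjusted p 0.00138). Reads of the AOP2 and AOP3 pair can be assigned to either gene, so both levels are uncertain.

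The effect of spermidine was tested within each genotype. In WT seedlings 2334 genes changed, 790 higher and 1544 lower. No gene passed the threshold in mtn1-1mtn2-1, where 1741 genes had an unadjusted p under 0.05. DESeq2 called 92 genes there, and leaving out replicate 3 of the mtn1-1mtn2-1 spermidine libraries gave 34. In mtn1-1mtn2-5, 1248 genes changed, 469 higher and 779 lower. That count rose to 2251 with DESeq2 and fell to 338 without replicate 1 of the mtn1-1mtn2-5 spermidine libraries, and it was 485 without replicate 2 of the mock libraries. The difference of the spermidine effect from that in WT was tested as an interaction, which passed the threshold for 1289 genes with mtn1-1mtn2-1 (900 higher, 389 lower) and for 307 genes with mtn1-1mtn2-5 (251 higher, 56 lower). Without replicate 3 of the mtn1-1mtn2-1 mock libraries the former count was 835, and without replicate 3 of the mtn1-1mtn2-5 spermidine libraries the latter was 197. With DESeq2 they were 2099 and 732. The largest changes in WT were AT1G04463 (at least 21.3-fold higher), AT3G09450 (9.81-fold higher), NDB4 (AT2G20800, at least 5.55-fold lower) and AT2G41105 (26.9-fold lower). In mtn1-1mtn2-5 they were AT1G27580 (at least 787-fold higher, with 53.4 ± 45.9 CPM on spermidine), FH3 (AT4G15200, at least 22.9-fold higher), PP2-B14 (AT1G56250, 16.7-fold lower) and AT5G56960 (13.5-fold lower).

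In buds on mock medium, 5315 of 25730 tested genes differed between the libraries labelled mtn1-1mtn2-1 and those labelled WT, 2339 higher and 2976 lower. The alternative that moved this count most as a ratio was a fit of the 2 compared groups alone, with 3205 genes. The count was 8470 when the names of the TPM table were put on the count columns, and 8493, the largest shift in number of genes, with limma on the log2 TPM values, which carry those names. Between labelled G3 and labelled WT, 7589 genes differed on mock medium (3759 higher, 3830 lower), and their directions reverse under the names of the TPM table. On spermidine, 4450 genes differed for labelled mtn1-1mtn2-1 (2333 higher, 2117 lower) and 6793 for labelled G3 (3508 higher, 3285 lower). Labelled G3 and labelled mtn1-1mtn2-1 differed in 8470 genes on mock medium and 6932 on spermidine.

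The largest changes in buds are given under the labels of the count table. In labelled mtn1-1mtn2-1 against labelled WT on mock medium, AT2G06590 was 33.97-fold and BBX16 (AT1G73870) 22.3-fold higher, PP2-A10 (AT1G10155) was at least 117-fold lower, and AT1G69140 was 54.1-fold lower. BBX16 showed no difference when the columns carried the TPM names (log2 fold change -0.086). On spermidine, AT3G15310 was 22.2-fold and CBF2 (AT4G25470) 20.4-fold higher, AT1G69140 was 47.2-fold lower, and JMJD5 (AT3G20810) was 18.1-fold lower, from 116 ± 8.78 to 6.43 ± 1.85 CPM (n = 4 each). JMJD5 was higher in labelled mtn1-1mtn2-1 under the TPM names (log2 fold change 0.74). In labelled G3 against labelled WT on mock medium, AT5G27505, annotated as a pseudogene, was at least 104-fold higher, AT2G15020 was at least 28.98-fold higher, bHLH39 (AT3G56980) was at least 20.8-fold lower, and AT3G41979 was at least 840.5-fold lower. AT3G41979 is a ribosomal RNA gene, and the rRNA share differed between these groups. On spermidine, AT5G27505 (at least 102-fold) and MTN2 (at least 75.2-fold) were the largest rises, and AT5G26270 (at least 75.01-fold) and AT4G15660 (at least 5.91-fold) the largest falls. Each direction of labelled G3 against labelled WT in this paragraph reverses under the TPM names. In labelled G3 against labelled mtn1-1mtn2-1, CYP71B31 (AT3G53300, at least 18.8-fold) and MTN2 (at least 65.4-fold) had the largest fitted rises on mock medium, where MTN1 rose 22.4-fold, and AT5G27505 (105-fold) and MTN2 (at least 69.5-fold) on spermidine. AT2G06590 fell in both media (at least 8.57-fold and 8.27-fold), AT3G61111 on mock medium (at least 7.86-fold) and AT5G24915 on spermidine (at least 34.5-fold). Under the TPM names, AT5G27505 on spermidine was lower in the count columns (adjusted p 0.0130) but did not differ in the TPM values (adjusted p 0.130), and MTN2, at or below the floor in both groups, did not differ in either (adjusted p 0.277 and 0.795). On mock medium under these names, MTN1 in the count columns was only 1.33-fold higher (edgeR adjusted p 0.0103). MTN2 did not pass the threshold there (adjusted p 0.0855).

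Spermidine changed 244 genes in the bud libraries labelled WT (151 higher, 93 lower), 25 in labelled mtn1-1mtn2-1 (9 higher, 16 lower) and 4 in labelled G3 (1 higher, 3 lower). At an unadjusted p under 0.05 the counts were 3031, 2641 and 2426. The first of the counts of called genes was 30 without replicate 2 of the labelled WT mock libraries. The second was 1 without replicate 3 of the labelled mtn1-1mtn2-1 mock libraries and 237 without replicate 4 of them, and the third was 44 without replicate 1 of the labelled G3 spermidine libraries. In the same order of labels the counts were 700, 304 and 231 with DESeq2, and 385, 1 and 597 with only the 2 compared groups in the fit. They were 4, 25 and 244 under the names of the TPM table, so the order of the labels depends on the fit and on the names. The interaction with medium passed the threshold for 89 genes with labelled mtn1-1mtn2-1 (41 higher, 48 lower) and for 1 gene with labelled G3. The former was 3 without replicate 2 of the labelled WT mock libraries and 404 without replicate 1 of the labelled mtn1-1mtn2-1 mock libraries. With DESeq2 the interaction counts were 529 and 14, and with only the compared groups in the fit 2 and 15. The 1 gene was AT5G17460, chosen for naming here after its value was seen, with an interaction of 2.46 on the log2 scale (adjusted p 0.0352). In labelled WT, AT5G54720 (6.84-fold) and AT5G54710 (6.498-fold) rose most on spermidine, and AT5G42825 (153-fold) and AT5G17460 (4.76-fold) fell most. In labelled mtn1-1mtn2-1, AT3G10455 and AT1G68360 rose 2.37-fold and 1.70-fold, BGLU30 (AT3G60140) was 17.6-fold lower, and NIT2 (AT3G44300) was 8.09-fold lower. In labelled G3, AT2G20835 was 2.65-fold higher, LEA3 (AT1G02820) was 2.16-fold lower, and MYB32 (AT4G34990) was 1.477-fold lower. AT1G34418, also named after its value was seen, was the other gene that fell there (log2 fold change -0.51, adjusted p 0.0227).

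**Figure D2:**
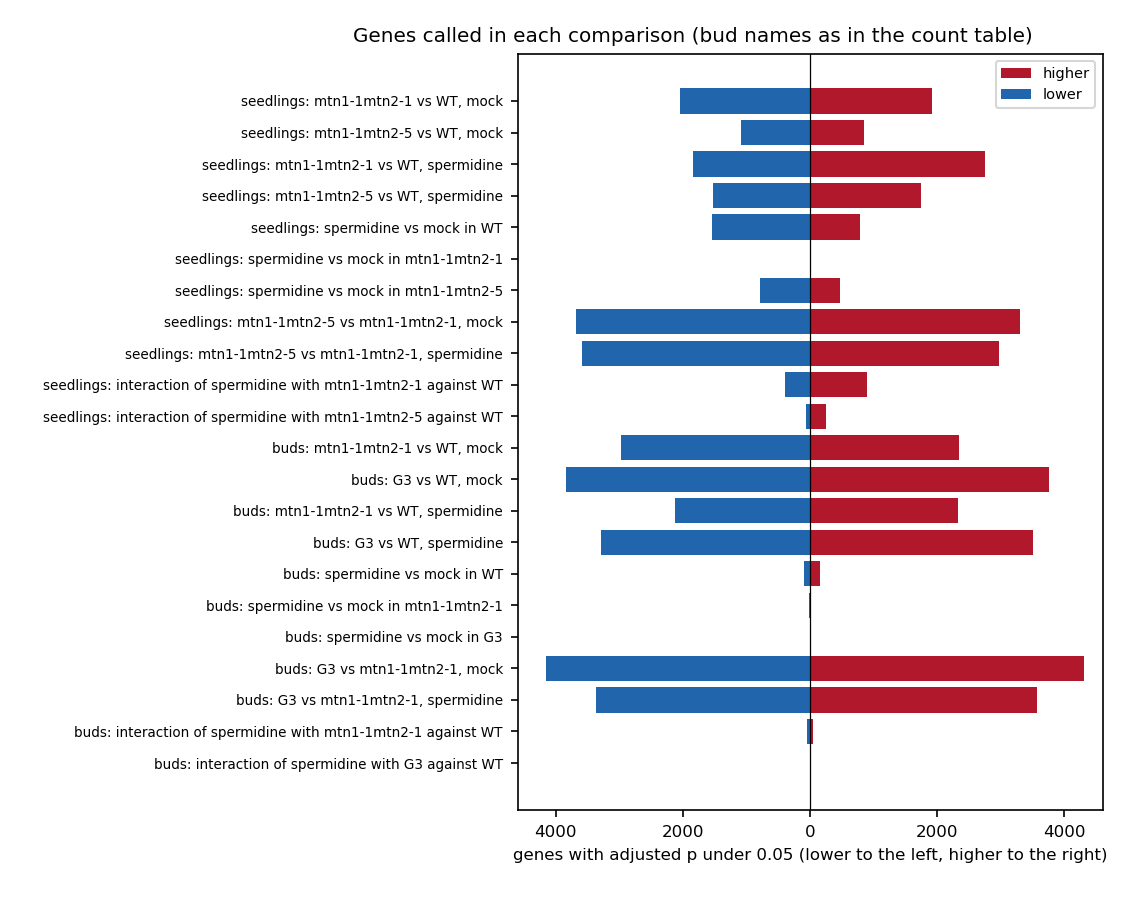
Number of genes with an edgeR adjusted p under 0.05 in each of the 22 comparisons, higher to the right and lower to the left; bud names are those of the count table. In seedlings, spermidine gives 2334 genes in WT, 0 in mtn1-1mtn2-1 and 1248 in mtn1-1mtn2-5.

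The study's subject is sulfur use, so 9 sets of genes of sulfur, methionine, polyamine and glucosinolate metabolism, 143 genes in all, had been fixed before the data were examined. In 10 comparisons of 9 sets each, 16 of 90 tests passed an adjusted p of 0.05 by camera with a preset correlation of 0.01. Of these 16, 13 also passed with fry, which passed 19, and 0 passed with a correlation estimated from the data, so no set call holds under that alternative. In mtn1-1mtn2-1 seedlings against WT on mock medium, 5 sets were lower. The sulfur starvation markers, 12 genes, had a median log2 fold change of -0.94 (adjusted p 0.00265, 7 genes called lower and 1 higher). The other 4 were the methionine and S-adenosylmethionine cycle (median -0.22, adjusted p 0.00125), sulfate transport and assimilation (-0.21, 0.00125), aliphatic glucosinolate synthesis (-0.16, 0.0274), which did not pass with fry, and indolic glucosinolate synthesis (-0.18, 0.0356). In mtn1-1mtn2-5 against WT only the sulfur starvation markers passed (median -0.83, adjusted p 3.96e-05, 4 genes called lower and 0 higher). Spermidine lowered the same set in WT seedlings (median -1.03, adjusted p 1.80e-05, 6 genes called lower and 0 higher), with sulfate transport and assimilation (-0.11, 0.0207) and the ACC and nicotianamine synthases (-0.40, 0.0207). In mtn1-1mtn2-1 no set passed, and 3 had an unadjusted p under 0.05. In mtn1-1mtn2-5 sulfate transport and assimilation (-0.18, 0.000273), indolic glucosinolate synthesis (-0.32, 0.00865) and the sulfur starvation markers (-0.25, 0.0181, not with fry) were lower, and polyamine metabolism was higher (median 0.04, adjusted p 0.0389, 3 genes called higher and 0 lower). The falls of the sulfur starvation markers in both mutants on mock medium and in WT with spermidine all rest on the same WT mock libraries. A high level of these genes in those libraries alone would give all of these falls. The sets were not tested between genotypes on spermidine medium.

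Single members of these sets showed sizes of this kind. SDI2 (AT1G04770) was at 75.8 ± 5.54 CPM in WT and 38.6 ± 13.8 CPM in mtn1-1mtn2-1 seedlings on mock medium (log2 fold change -0.97, SE 0.19, adjusted p 0.00432), and at 29.8 ± 6.28 CPM in mtn1-1mtn2-5 (-1.35, SE 0.19, adjusted p 0.000305). With spermidine it fell in WT to 18.7 ± 0.612 CPM (-2.02, SE 0.20, adjusted p 1.74e-05), while in mtn1-1mtn2-1 it stayed at 38.6 ± 2.54 CPM (n = 3 in each group). SDI1 (AT5G48850) was at 31.04 ± 6.498 CPM in WT and 10.02 ± 2.65 CPM in mtn1-1mtn2-1 (-1.63, SE 0.30, adjusted p 0.00282). APR3, a sulfate reduction gene, was lower in mtn1-1mtn2-1 (-1.23), in mtn1-1mtn2-5 (-0.77) and in WT with spermidine (-1.58), each against the same WT mock libraries. SAMDC2, a polyamine synthesis gene, rose with spermidine in WT (1.501) and in mtn1-1mtn2-5 (1.21). Of the 142 tested set members, 47 were called in mtn1-1mtn2-1 against WT on mock medium over all genes tested, and 57 when adjusted over the list alone. The counts were 19 and 27 for mtn1-1mtn2-5 against WT on mock medium. On spermidine medium they were 25 and 25 for mtn1-1mtn2-1 and 25 and 27 for mtn1-1mtn2-5 against WT. The mtn1-1mtn2-1 calls over all genes were 7 higher and 40 lower on mock medium, but 14 higher and 11 lower on spermidine. They made up 33.1% of the members on mock medium (15.6% of other genes) and 17.6% on spermidine (18.2% of other genes). For the effect of spermidine the counts were 23 and 24 in WT, 0 and 0 in mtn1-1mtn2-1, and 17 and 23 in mtn1-1mtn2-5.

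In buds, no set passed by camera between labelled mtn1-1mtn2-1 or labelled G3 and labelled WT on mock medium (2 and 1 had an unadjusted p under 0.05), while fry passed 1 and 3. With spermidine, 3 sets passed in labelled WT. The sulfur starvation markers were higher there (median 0.33, adjusted p 0.000420), opposite to WT seedlings, and under the names of the TPM table the median is -0.13 and the set does not pass. The methionine and S-adenosylmethionine cycle (-0.09, 0.0119, not with fry) and polyamine metabolism (-0.06, 0.0179) were lower. No set passed with spermidine in labelled mtn1-1mtn2-1 or labelled G3, where 1 and 2 had an unadjusted p under 0.05. Of the 136 set members tested in buds, 41 were called between labelled mtn1-1mtn2-1 and labelled WT on mock medium over all genes. Adjusted over the list alone 48 were, and 42 by both counts for labelled G3. On spermidine medium the counts against labelled WT were 34 and 45 for labelled mtn1-1mtn2-1, and 61 and 69 for labelled G3. With spermidine in labelled WT the counts were 3 and 17, in labelled mtn1-1mtn2-1 1 and 1, and in labelled G3 0 and 0.

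**Figure D3:**
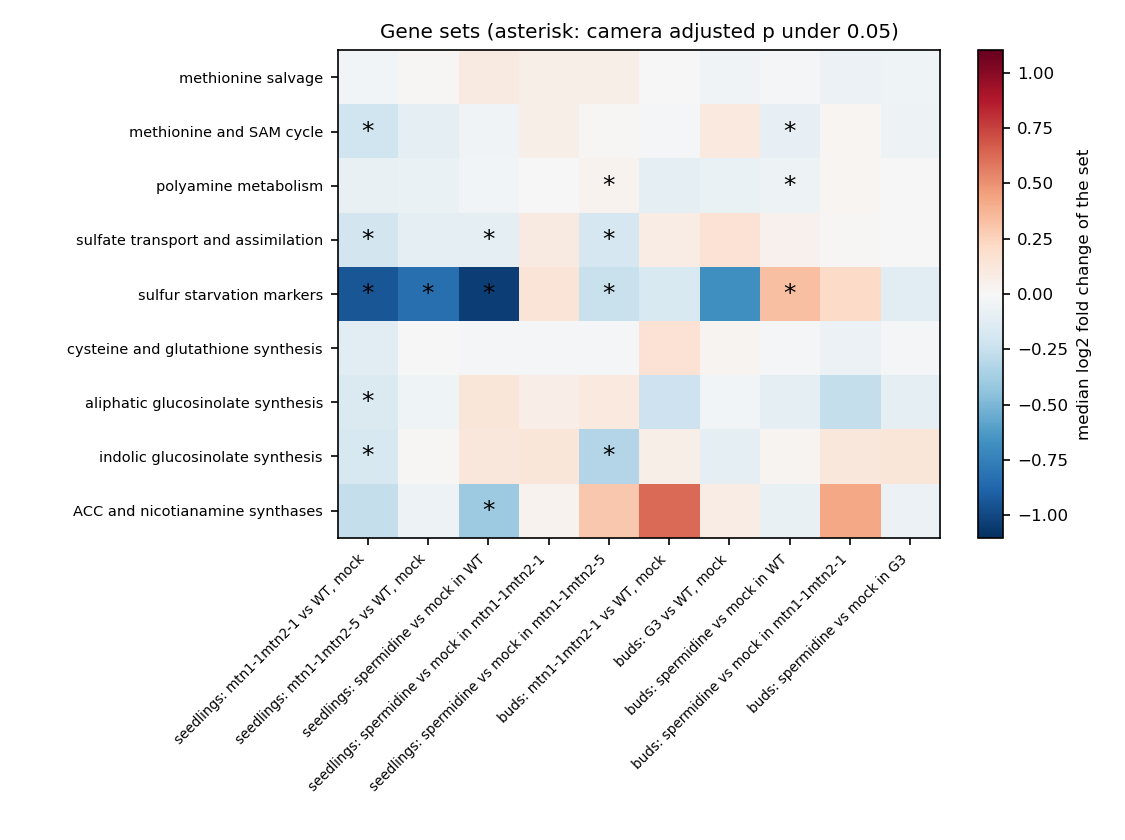
Median log2 fold change of the genes of 9 sets (vertical axis) in 10 comparisons (horizontal axis, bud names as in the count table); an asterisk marks an adjusted p under 0.05 by camera. The sulfur starvation markers are at -0.94, -0.83 and -1.03 in mtn1-1mtn2-1, in mtn1-1mtn2-5 and in WT with spermidine, all against the same WT mock libraries.

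Whether comparisons changed the same genes was described by correlations of the log2 fold changes across genes, which are not independent replicates. The changes of mtn1-1mtn2-1 and mtn1-1mtn2-5 seedlings on mock medium, both against the same WT libraries, correlated at r = 0.239. Simulated groups with no change against the same libraries gave 0.498 on average and 0.532 at most in 20 simulations, so the observed value lay below what the shared controls alone produce. Changes of a mutant's own lower a correlation below that level as well, so a lower value does not show that the mutants disagree. Of the 3964 and 1939 genes called, 414 were shared, against 305 expected if the calls were independent, and 268 of the 414 changed the same way. The shared WT libraries can add shared calls, and alone they favour the same direction, which 79.5% of the most changed genes had on average in the simulations. Those were the most changed genes of a simulated comparison rather than genes called in both, so the share is no measure for the 268 genes. In buds on mock medium, labelled mtn1-1mtn2-1 and labelled G3 correlated at 0.267, against 0.499 in the simulations, and at 0.661 under the names of the TPM table. Between media, where no library is shared, the changes against WT correlated at 0.525 for mtn1-1mtn2-1 and 0.647 for mtn1-1mtn2-5 seedlings, and at 0.497 for labelled mtn1-1mtn2-1 and 0.653 for labelled G3 in buds. Without a filter on low counts these fell to 0.311, 0.405, 0.206 and 0.299. Between the tissues, mtn1-1mtn2-1 against WT on mock medium correlated at 0.165, with 883 shared calls of which 575 went the same way.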

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

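The counts of other splits were planned before the results were seen, and the test of the rRNA share was chosen after it.

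The response to spermidine differed between genotypes by the test of the difference itself. In seedlings the interaction passed the threshold for 1289 genes with mtn1-1mtn2-1 and for 307 genes with mtn1-1mtn2-5. In buds it passed for 89 genes with labelled mtn1-1mtn2-1 and for 1 gene, AT5G17460, with labelled G3. The genotype labels were then permuted within each medium in 50 draws. For mtn1-1mtn2-1 in seedlings, 1 of the 50 splits, the labelled one, gave as many genes, and the highest other count was 920. For mtn1-1mtn2-5, 4 of the 50 splits gave as many genes, with up to 1550 in another split. The other splits that reached it put unequal numbers of each genotype on the compared sides, which moves part of the genotype difference into the interaction, and among the 27 balanced splits only the labelled one reached it. For labelled mtn1-1mtn2-1 in buds, 1 of the 50 splits gave as many genes, with 12 as the highest other count. For labelled G3, 2 of the 50 did, and a count of 1 gene is also what 1 other split gave. That split was unbalanced as well, and among the 17 balanced splits only the labelled one reached the count. In both tissues, however, every balanced split other than the labelled one mixes the genotypes within its groups. Genes that differ between genotypes then raise the spread and lower the count, whether or not the responses to spermidine differ. The splits therefore cannot tell whether an interaction count exceeds chance. The bud values depend on the names of the WT and G3 columns, and under those of the TPM table the first becomes 6 genes. They also depend on single libraries, since the count of 89 was 3 without replicate 2 of the labelled WT mock libraries, and on the fit, with 2 genes when only the compared groups were in it. A difference between the genotypes in their response to spermidine stays open as the biological explanation in seedlings. The totals of the seedling libraries lay between 134 and 160.98 M, and an effect of depth was not tested.

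The share of counts from rRNA genes, which no comparison of the report was set up to test, although an rRNA gene is among the genes it names, was 2.50% in the labelled mtn1-1mtn2-1 bud libraries and 1.102% in those labelled WT. Per library it was 1.66 to 3.005% in labelled mtn1-1mtn2-1, 1.01 to 1.17% in labelled WT and 0.182 to 0.248% in labelled G3, in 8 libraries each. The smallest gap between the ranges of these labels was 0.492 percentage points. The libraries were enriched for polyadenylated RNA by 2 providers, per the labels, which do not say which library came from which, so batches that follow the genotype and the genotype itself cannot be told apart. No library of one label overlaps another in rRNA share. The share is not tied to a provider by any label, so no comparison within a batch could be made. The rRNA shares of the labelled WT libraries lie between those of the other labels. A difference in how the libraries were made stays open for all bud comparisons between labels.

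Among 92 sets of 4 bud libraries, 13 had a library far from the other 3, where about 4.6 are expected by chance. The gap to the nearest library, as a share of the whole range, was 0.853 for the chloroplast share of labelled WT on spermidine (0.558% against 0.481% or less) and 0.851 for MTN1 in labelled G3 on mock medium (84.3 CPM against 89.7 CPM or more). It was 0.852 for AT1G68360 in labelled mtn1-1mtn2-1 on mock medium (2.68 against 3.405 CPM), 0.900 for CYP71B31 in labelled G3 on mock medium (5.04 against 2.08 CPM) and 0.859 for AT2G06590 in labelled mtn1-1mtn2-1 on mock medium (2.39 against 0.941 CPM). It was 0.898 for AT5G42825 in labelled WT on spermidine (0.641 against 0.0655 CPM) and 0.975 for AT3G15310 in labelled WT on spermidine (0.180 against 0.0874 CPM). Of these, AT3G15310 and the nearest value of AT5G42825 also lie near the floor. The remaining values all come from genes near it. They were 0.901 for MTN2 in labelled WT on spermidine (0.101 against 0.0485 CPM) and 0.890 for AT2G15020 in labelled WT on mock medium (0.0995 against 0.0109 CPM). In 4 sets it was 1, where 1 library held a few count units and the others were all equal. These were AT2G06590 in labelled WT on mock medium (0.131 CPM) and in labelled G3 on spermidine (0.0387 CPM), PP2-A10 in labelled mtn1-1mtn2-1 on mock medium (0.0918 CPM) and AT4G15660 in labelled G3 on spermidine (0.0440 CPM). Most of the 92 sets belong to genes named for their large changes, many at or near 0 in 1 group, where the few count units make such gaps common. The design names no difference between replicates of a group, so no biological explanation was tested, and no technical one was tested for these libraries.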

How the results depend on the processing

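Of the alternatives, 3 were chosen after seeing the data, namely the bud names of the TPM table, counts divided by the units per fragment, and limma on log2(TPM + 1). A count of genes was held to have moved when it changed by over 1.5 times. A correlation was held to have moved when it changed by more than its jackknife standard error over the fits that each left out 1 library, a wider limit than the standard deviation of those fits. Size factors of DESeq2 in place of TMM changed none of the counts of genes, counts of sets or correlations by these limits, and no direction. All alternatives set before the data were examined were run, and the cause of the changes below was not tested. A further 178 results, single genes, sets and counts of 2-fold changes, were followed as well, and 91 of them changed in some setting (35 weaker, 22 stronger, 15 reversed and 20 moved, with some counted under more than 1 of these). An alternative gave no value for a gene that its filter removed. Bud names below are those of the count table unless stated. Log2 values of genes below are fitted ones. Where 1 group was at the floor they show the direction only, and their size is not measured.

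With the bud names of the TPM table, the count of genes in buds was 8470 for mtn1-1mtn2-1 against WT on mock, 6932 for mtn1-1mtn2-1 against WT on spermidine, 4 for spermidine in WT, 244 for spermidine in G3, 5315 for G3 against mtn1-1mtn2-1 on mock, 4450 for G3 against mtn1-1mtn2-1 on spermidine and 6 for the interaction with mtn1-1mtn2-1. Log2 values in buds were -7.85 for MTN2 in mtn1-1mtn2-1 against WT on mock, -4.08 for MTN1 in G3 against WT on mock, -6.21 for MTN2 in G3 against WT on mock, -0.086 for BBX16 in mtn1-1mtn2-1 against WT on mock, -13.27 for AT5G27505 in G3 against WT on mock and -7.17 for AT2G15020 in G3 against WT on mock. Further ones were 12.19 for AT3G41979 in G3 against WT on mock, 10.95 for bHLH39 in G3 against WT on mock, 0.74 for JMJD5 in mtn1-1mtn2-1 against WT on spermidine, -13.16 for AT5G27505 in G3 against WT on spermidine, -7.37 for MTN2 in G3 against WT on spermidine and 7.75 for AT5G26270 in G3 against WT on spermidine. Others were 5.998 for AT4G15660 in G3 against WT on spermidine, 0.20 for AT5G17460 in spermidine in WT, -6.45 for AT5G27505 in G3 against mtn1-1mtn2-1 on spermidine, -1.02 for MTN2 in G3 against mtn1-1mtn2-1 on spermidine, -0.13 for sulfur starvation markers in spermidine in WT and 0.33 for sulfur starvation markers in spermidine in G3. The number of sets past the threshold was 0 in buds for spermidine in WT and 3 in buds for spermidine in G3. The correlation was 0.661 between the mutants in buds, 0.685 between media for mtn1-1mtn2-1 buds and 0.235 between tissues for mtn1-1mtn2-1.

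With limma on log2(TPM + 1), which carries the names of the TPM table, the count of genes in seedlings was 6 for spermidine in mtn1-1mtn2-1. In buds it was 8493 for mtn1-1mtn2-1 against WT on mock, 7030 for mtn1-1mtn2-1 against WT on spermidine, 16 for spermidine in WT, 306 for spermidine in G3, 15 for the interaction with mtn1-1mtn2-1 and 0 for the interaction with G3. Log2 values in seedlings were 0.21 for MTN2 in mtn1-1mtn2-5 against WT on mock. Log2 values in buds were -3.53 for MTN2 in mtn1-1mtn2-1 against WT on mock, -3.94 for MTN1 in G3 against WT on mock, -3.42 for MTN2 in G3 against WT on mock, -0.19 for BBX16 in mtn1-1mtn2-1 against WT on mock, -4.15 for AT5G27505 in G3 against WT on mock and 2.08 for bHLH39 in G3 against WT on mock. Further ones were 0.62 for JMJD5 in mtn1-1mtn2-1 against WT on spermidine, -4.09 for AT5G27505 in G3 against WT on spermidine, -3.57 for MTN2 in G3 against WT on spermidine, 3.82 for AT5G26270 in G3 against WT on spermidine, 0.078 for AT5G17460 in spermidine in WT and -0.22 for AT5G27505 in G3 against mtn1-1mtn2-1 on spermidine. Others were -0.046 for MTN2 in G3 against mtn1-1mtn2-1 on spermidine. The correlation was 0.680 between the mutants in buds, 0.371 between media for mtn1-1mtn2-1 seedlings, 0.817 between media for mtn1-1mtn2-1 buds and 0.868 between media for G3 buds.

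With counts divided by the units per fragment, the count of genes in seedlings was 21 for spermidine in mtn1-1mtn2-1. In buds it was 15 for spermidine in mtn1-1mtn2-1 and 28 for spermidine in G3. The correlation was 0.604 between media for mtn1-1mtn2-1 buds, 0.791 between media for G3 buds and 0.112 between tissues for mtn1-1mtn2-1. With the DESeq2 Wald test, the count of genes in seedlings was 92 for spermidine in mtn1-1mtn2-1, 2251 for spermidine in mtn1-1mtn2-5, 2099 for the interaction with mtn1-1mtn2-1 and 732 for the interaction with mtn1-1mtn2-5. In buds it was 700 for spermidine in WT, 304 for spermidine in mtn1-1mtn2-1, 231 for spermidine in G3, 529 for the interaction with mtn1-1mtn2-1 and 14 for the interaction with G3. Log2 values in buds were -1.66 for MTN2 in mtn1-1mtn2-1 against WT on mock. With only the compared groups in the fit, the count of genes in seedlings was 1842 for mtn1-1mtn2-1 against WT on spermidine, 1 for spermidine in mtn1-1mtn2-1, 1907 for spermidine in mtn1-1mtn2-5 and 854 for the interaction with mtn1-1mtn2-1. In buds it was 3205 for mtn1-1mtn2-1 against WT on mock, 385 for spermidine in WT, 1 for spermidine in mtn1-1mtn2-1, 597 for spermidine in G3, 2 for the interaction with mtn1-1mtn2-1 and 15 for the interaction with G3. Log2 values in seedlings were 0.31 for MTN2 in mtn1-1mtn2-5 against WT on mock. Log2 values in buds were -0.38 for MTN1 in mtn1-1mtn2-1 against WT on mock. The number of sets past the threshold was 1 in seedlings for spermidine in mtn1-1mtn2-5.

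Without a filter on low counts, the count of genes in buds was 56 for the interaction with mtn1-1mtn2-1. Log2 values in seedlings were 0.31 for MTN2 in mtn1-1mtn2-5 against WT on mock. The number of sets past the threshold was 1 in buds for G3 against WT on mock. The correlation was 0.311 between media for mtn1-1mtn2-1 seedlings, 0.405 between media for mtn1-1mtn2-5 seedlings, 0.206 between media for mtn1-1mtn2-1 buds and 0.299 between media for G3 buds. With a mean of at least 50 counts, the count of genes in buds was 8 for spermidine in G3. The correlation was 0.403 between media for mtn1-1mtn2-1 seedlings, 0.584 between media for mtn1-1mtn2-1 buds, 0.801 between media for G3 buds and 0.0355 between tissues for mtn1-1mtn2-1. With a correlation estimated from the data, the number of sets past the threshold was 0 in seedlings for mtn1-1mtn2-1 against WT on mock, 0 in seedlings for mtn1-1mtn2-5 against WT on mock, 0 in seedlings for spermidine in WT, 0 in seedlings for spermidine in mtn1-1mtn2-5 and 0 in buds for spermidine in WT. With fry, the number of sets past the threshold was 2 in seedlings for mtn1-1mtn2-5 against WT on mock, 1 in buds for mtn1-1mtn2-1 against WT on mock and 3 in buds for G3 against WT on mock. With Spearman's rho, the correlation was 0.356 between media for mtn1-1mtn2-1 seedlings, 0.405 between media for mtn1-1mtn2-5 seedlings, 0.700 between media for G3 buds and 0.0876 between tissues for mtn1-1mtn2-1. Over the genes called in the first comparison, the correlation was 0.808 between media for mtn1-1mtn2-1 seedlings, 0.887 between media for mtn1-1mtn2-5 seedlings, 0.781 between media for mtn1-1mtn2-1 buds, 0.889 between media for G3 buds and 0.399 between tissues for mtn1-1mtn2-1.

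The replicate numbers pair no libraries, since the 63 correlations between libraries of the same number ran from -0.127 to 0.115 and 0 comparisons had all of theirs above 0.1. With the replicate number as a block, the count of genes in buds was 3 for spermidine in mtn1-1mtn2-1, 10 for spermidine in G3 and 2 for the interaction with G3. Log2 values in seedlings were 0.30 for MTN2 in mtn1-1mtn2-5 against WT on mock. Outside the 178 further results, the block moved no other count of genes or sets and no other correlation. Among the further results it moved 2. Of the named genes and single sets, AT3G10455, AT1G68360, BGLU30 and NIT2 with spermidine in mtn1-1mtn2-1 buds and polyamine metabolism with spermidine in mtn1-1mtn2-5 seedlings no longer passed.

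Leaving out 1 library at a time gave these lowest and highest counts of genes in seedlings. mtn1-1mtn2-1 against WT on mock gave 2173 (without mtn1-1mtn2-1 mock replicate 3) to 3466 (without WT mock replicate 3). mtn1-1mtn2-5 against WT on mock gave 1218 (without mtn1-1mtn2-5 mock replicate 3) to 1970 (without mtn1-1mtn2-5 mock replicate 1). mtn1-1mtn2-1 against WT on spermidine gave 2859 (without mtn1-1mtn2-1 spermidine replicate 1) to 5214 (without mtn1-1mtn2-1 spermidine replicate 3). mtn1-1mtn2-5 against WT on spermidine gave 2163 (without mtn1-1mtn2-5 spermidine replicate 3) to 3350 (without WT spermidine replicate 3). Spermidine in WT gave 1580 to 2111. Spermidine in mtn1-1mtn2-1 gave 0 (without mtn1-1mtn2-1 mock replicate 1) to 34 (without mtn1-1mtn2-1 spermidine replicate 3). Spermidine in mtn1-1mtn2-5 gave 338 (without mtn1-1mtn2-5 spermidine replicate 1) to 1285 (without mtn1-1mtn2-5 mock replicate 1). mtn1-1mtn2-5 against mtn1-1mtn2-1 on mock gave 5262 to 5960. mtn1-1mtn2-5 against mtn1-1mtn2-1 on spermidine gave 4705 to 6706. The interaction with mtn1-1mtn2-1 gave 835 (without mtn1-1mtn2-1 mock replicate 3) to 1761 (without mtn1-1mtn2-1 spermidine replicate 3). The interaction with mtn1-1mtn2-5 gave 197 (without mtn1-1mtn2-5 spermidine replicate 3) to 305 (without mtn1-1mtn2-5 mock replicate 1).

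Leaving out 1 library at a time gave these lowest and highest counts of genes in buds. mtn1-1mtn2-1 against WT on mock gave 4010 to 5516. G3 against WT on mock gave 6213 to 7104. mtn1-1mtn2-1 against WT on spermidine gave 3421 to 4732. G3 against WT on spermidine gave 5583 to 6324. Spermidine in WT gave 30 (without WT mock replicate 2) to 333 (without WT mock replicate 4). Spermidine in mtn1-1mtn2-1 gave 1 (without mtn1-1mtn2-1 mock replicate 3) to 237 (without mtn1-1mtn2-1 mock replicate 4). Spermidine in G3 gave 0 (without G3 mock replicate 4) to 44 (without G3 spermidine replicate 1). G3 against mtn1-1mtn2-1 on mock gave 7357 to 8495. G3 against mtn1-1mtn2-1 on spermidine gave 5783 to 7027. The interaction with mtn1-1mtn2-1 gave 3 (without WT mock replicate 2) to 404 (without mtn1-1mtn2-1 mock replicate 1). The interaction with G3 gave 0 (without G3 mock replicate 2) to 2 (without G3 spermidine replicate 2).

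The same fits gave ranges of the log2 values of MTN1 and MTN2. MTN1 in seedlings, mtn1-1mtn2-1 against WT on mock, ran from -4.42 to -4.19. MTN2 in seedlings, mtn1-1mtn2-1 against WT on mock, ran from -5.95 to -5.84. MTN1 in seedlings, mtn1-1mtn2-5 against WT on mock, ran from -4.47 to -3.01. MTN2 in seedlings, mtn1-1mtn2-5 against WT on mock, ran from 0.26 (without mtn1-1mtn2-5 mock replicate 1) to 0.36 (without mtn1-1mtn2-5 mock replicate 3). MTN1 in buds, mtn1-1mtn2-1 against WT on mock, ran from -0.43 (without WT mock replicate 1) to -0.31 (without WT mock replicate 3). MTN2 in buds, mtn1-1mtn2-1 against WT on mock, ran from -3.18 (without mtn1-1mtn2-1 mock replicate 3) to -0.92 (without WT mock replicate 4). MTN1 in buds, G3 against WT on mock, ran from 4.04 to 4.15. MTN2 in buds, G3 against WT on mock, ran from 5.85 to 6.91.

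For the number of sets past the threshold the ranges follow. In seedlings, mtn1-1mtn2-1 against WT on mock had 3 (without mtn1-1mtn2-1 mock replicate 3) to 5 (without mtn1-1mtn2-1 mock replicate 1). In seedlings, mtn1-1mtn2-5 against WT on mock had 1 (without mtn1-1mtn2-5 mock replicate 1) to 3 (without WT mock replicate 3). In seedlings, spermidine in WT had 1 (without WT mock replicate 1) to 4 (without WT mock replicate 2). In seedlings, spermidine in mtn1-1mtn2-1 had 0 (without mtn1-1mtn2-1 mock replicate 3) to 5 (without mtn1-1mtn2-1 mock replicate 2). In seedlings, spermidine in mtn1-1mtn2-5 had 2 (without mtn1-1mtn2-5 mock replicate 1) to 5 (without mtn1-1mtn2-5 spermidine replicate 2). In buds, mtn1-1mtn2-1 against WT on mock had 0 (without mtn1-1mtn2-1 mock replicate 2) to 1 (without mtn1-1mtn2-1 mock replicate 1). In buds, G3 against WT on mock had 0 in each. In buds, spermidine in WT had 2 to 4. In buds, spermidine in mtn1-1mtn2-1 had 0 (without mtn1-1mtn2-1 mock replicate 1) to 1 (without mtn1-1mtn2-1 mock replicate 2). In buds, spermidine in G3 had 0 (without G3 mock replicate 1) to 1 (without G3 mock replicate 2).

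The correlations had these ranges. The one between the mutants in seedlings ran from 0.155 to 0.338. The one between the mutants in buds ran from 0.239 to 0.3603. The one between media for mtn1-1mtn2-1 seedlings ran from 0.480 (without mtn1-1mtn2-1 spermidine replicate 3) to 0.526 (without WT spermidine replicate 2). The one between media for mtn1-1mtn2-5 seedlings ran from 0.593 to 0.722. The one between media for mtn1-1mtn2-1 buds ran from 0.442 to 0.495. The one between media for G3 buds ran from 0.609 (without WT mock replicate 1) to 0.642 (without G3 mock replicate 4). The one between tissues for mtn1-1mtn2-1 ran from 0.141 to 0.171.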

Other observations

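The tests of the bud column names, of WT transcripts in replicate 2 of mtn1-1mtn2-5 and of genes present in only 1 genotype were chosen after the result was seen, as were the division of the neighbour test into 2 parts and the test of whole anthers by the direction of the tapetum and pollen lists, which the rule set before did not take into account, and the other tests were set before.

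The bud columns named WT and G3 are at odds between the deposited tables. Of the 16 count columns with these names, 16 were closest to the TPM column of the other name, with the same medium and replicate number (r across genes of 0.806 to 0.925, against -0.526 to -0.122 with the column of their own name), and 0 were closest to their own name. The 8 columns of labelled mtn1-1mtn2-1 matched their own names. This argues against filtering or normalization alone and fits an exchange of names in 1 of the tables. The count columns named G3, whose genotype label is mtn1-1mtn2-1, had 24.2 times the MTN1 of the labelled mtn1-1mtn2-1 columns, while those named WT had 1.45 times. That argues against an exchange in the TPM table and is consistent with one in the count table. Under it, the libraries labelled WT in the count table may be those of a second mutant group. The labels alone do not settle it, so the comparisons above keep the labels of the count table. MTN2 on mock medium was also at 0.123 CPM in the count columns named WT, against 9.35 CPM in those named G3. Both genes argue against the columns named WT being wild type, so bud comparisons with labelled WT may not be comparisons with wild type.

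Replicate 2 of mtn1-1mtn2-5 seedlings on mock medium held more MTN1 than the other mutant seedling libraries. An admixture that explains its MTN1 would need 16.2% of WT. Genes lower in mtn1-1mtn2-5 than in WT in the spermidine libraries, 261 of them, were shifted towards WT in this library by a median of 14.8% of the difference (SE 0.645), and by -7.98% and -7.65% in replicates 1 and 3. Genes with at least 50 counts in every WT library and at most 3 fragments in each mtn1-1mtn2-5 spermidine library, 99 of them, stood in this library at a median of 16.5% of their WT level, and at 0 in the others. Summed, they reached 16.6% of WT, against 0.0682% and 0.167% in replicates 1 and 3. A candidate explanation is therefore that WT seedlings or their RNA make up part of this library. The library ranks 1 of 18 in distance from its own group (0.680, against 0.662 for the next), which a general disturbance would give, but a mixture gives it as well, so this value does not separate them. Without the library, mtn1-1mtn2-5 against WT on mock medium gave 1347 genes instead of 1939, spermidine in mtn1-1mtn2-5 485 instead of 1248, and the interaction 247 instead of 307. No biological explanation was tested, since the design names none for 1 replicate.

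Genes with at least 50 counts in every library of 1 genotype and none above the floor in the other were counted between mtn1-1mtn2-5 and WT. The count was run first on both media together, where it gave 52 genes, against 24 for mtn1-1mtn2-1, with 8 neighbouring pairs against 2.10 in random draws (as many in 0.0700% of 10000 draws). It was then run on the spermidine libraries alone, because of the WT transcripts in the mock library above. There, 60 genes were present only in mtn1-1mtn2-5 and 106 only in WT, 166 in all, against 29 for mtn1-1mtn2-1. In the order of genes, 80 adjacent pairs of the 166 lay within 20 tested genes of each other, against 20.5 on average in random draws, and 0 of the 10000 draws gave as many. For mtn1-1mtn2-1 there were 2 such pairs against 0.626 (as many in 12.5% of draws). A candidate explanation is that mtn1-1mtn2-5 carries chromosome segments of another strain, although the labels give Col-0. Draws were not matched for gene families, which also lie in clusters. Reads moved between neighbouring copies are argued against for 105 of the 166 genes, which have no called neighbour up to 2 places away with the opposite change. For the other 61 they cannot be told apart from a change of the gene itself, because such a neighbour is there. Against mtn1-1mtn2-1 in place of WT the counts were 48 and 135. If this holds, part of each mtn1-1mtn2-5 comparison may reflect linked sequence rather than the insertions in MTN1 or MTN2, which the data here do not separate. Release of silenced genes in the mutant was not tested.

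Spermidine changed 2334 genes in WT seedlings and 0 in mtn1-1mtn2-1, where 1741 had an unadjusted p under 0.05 and DESeq2 called 92. Noisier mutant libraries hiding an equal effect are argued against by the 2334 genes called in WT, whose median change in the WT direction was 0.62 in WT, 0.26 in mtn1-1mtn2-5 and -0.044 in mtn1-1mtn2-1. Of these genes, 84.8% moved the same way in mtn1-1mtn2-5 and 37.2% in mtn1-1mtn2-1. The WT value is raised by the choice of the genes in the same libraries, and the mutant values are not. The mtn1-1mtn2-1 libraries did lie farther from the others of their group (root mean square log2 difference of 0.598 to 0.662) than the WT libraries did (0.554 to 0.587), so more noise in them is not excluded, only an equal effect hidden by it. A single WT spermidine library with a high rRNA share is argued against as well, since 2111 genes were called without it. The 10 splits of 6 libraries given below cannot settle chance for either genotype. A response to spermidine that depends on the genotype therefore stays a hypothesis, found and tested on the same libraries.

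The many genes called in buds were set against explanations other than genotype. GC content and gene length together explained 1.66% of the variance of the log2 fold changes of called genes for labelled mtn1-1mtn2-1 against labelled WT and 2.16% for labelled G3, with values for 99.8% and 99.7% of the genes, which argues against such a bias as the cause. For a different share of anther or pollen tissue, the tapetum and the pollen list were tested. For labelled G3 both shifted, in opposite directions, with medians of -0.32 (camera adjusted p 0.0375, 2 of 12 genes higher) and 0.46 (adjusted p 0.000428, 12 of 12 higher), 0.78 apart (rank-sum p 2.22e-05). This argues against a changed share of whole anthers of the same composition, which would move both lists the same way. It does not bear on anthers whose own composition differs, and a difference in bud stage was not tested. A changed share of pollen tissue cannot be told apart from changed expression, since only the pollen list measures it. For labelled mtn1-1mtn2-1 the tapetum list had a median of -0.0082 (adjusted p 0.916, 6 of 12 higher). The pollen list had -0.67 (adjusted p 3.09e-07, 0 of 12 higher), -0.66 apart (rank-sum p 2.22e-05). With 1 list shifted and members of the other going both ways, the lists did not move together. That argues against a changed share of whole anthers of the same composition as the only cause for these genes. As the tapetum list did not shift, whether such a share changed beside other causes cannot be told. A changed share of pollen tissue cannot be told apart from changed expression. The ovule list, 7 genes, was at -0.070 and -0.061 (adjusted p 0.744 and 0.609). All 31 listed genes are expressed in buds, and 0 are on more than 1 list. The most abundant gene of the tapetum list, GRP17, was at 4250 CPM in labelled mtn1-1mtn2-1, 5901 CPM in labelled G3 and 4394 CPM in labelled WT on mock medium, so in labelled G3 it went against its list. VGD1 of the pollen list was at 354, 802 and 602 CPM, and ANT of the ovule list at 49.5, 49.2 and 60.2 CPM. Under the names of the TPM table the direction of the labelled G3 values reverses. The labelled mtn1-1mtn2-1 values are then set against the columns labelled G3 here, with GRP17 at 5901 CPM and VGD1 at 802 CPM. The list values given for labelled mtn1-1mtn2-1 therefore depend on the names as well.

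The other splits of the libraries gave the following counts for each comparison outside interactions. In seedlings, 10 splits of 3 against 3 are possible, so a share under 0.1 cannot be reached. For the 6 comparisons between genotypes and for spermidine in WT and in mtn1-1mtn2-5, only 1 of the 10 splits, the labelled one, gave as many genes, with at most 28 genes in any other. For spermidine in mtn1-1mtn2-1, where 0 genes were called, 10 of 10 did. In buds, 1 of the 35 splits gave as many genes in each of the 6 comparisons between labels, with at most 887 in any other, and for spermidine in labelled WT and in labelled G3. For spermidine in labelled mtn1-1mtn2-1, 9 of the 35 splits gave at least the 25 genes, up to 1321 in another split, so this count is not set apart from other groupings.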
